A study of Mus musculus with 12 samples. Its data were reported in "Monoamine Oxidase-Dependent Pro-Survival Signaling in Diabetic Hearts Is Mediated by miRNAs" (2022).

How the data were processed

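Messenger RNA was measured in heart muscle of 12 male C57BL6/J mice, with 1 array per mouse and no pooling. Diabetes was induced with streptozotocin, a toxin of the insulin-producing cells, at 50 mg/kg per day for 5 days. Pargyline, an inhibitor of monoamine oxidase (MAO), was given at 50 mg/kg per day for 12 weeks. The mice formed 4 groups of 3: control (C), control with pargyline (C + P), diabetic (D) and diabetic with pargyline (D + P). Samples were placed in groups from their labels, and arrays are named here by group and replicate number.

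The authors labelled 200 ng of total RNA per sample with Cy3, hybridised it to single-channel Agilent mouse expression arrays and extracted the spots with Feature Extraction. The file headers name version 12.0.0.7 of that software, which differs from the version named in the methods of the study. Each deposited scanner file gives spot intensity on a linear scale, after the software had subtracted the background and removed spatial and multiplicative trends within the array. The deposited intensities were neither log2 transformed nor normalised between arrays. Flags of 0 or 1 for positive and significant signal, signal well above background, outliers and saturation come with each spot. The deposited series table gives intensity that the authors quantile normalised between the 12 arrays, also on a linear scale, for 47757 spots per array. Within each array its ranks equalled those of the scanner signal (Spearman rho 1.0), and the highest rho with any other array was 0.964.

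The scanner intensity was log2 transformed and then quantile normalised between the 12 arrays. The methods of the study name the quantile normalisation but no log2 step. Control spots were left out, spots with an outlier flag were set to missing, and repeated spots of a probe were averaged. A probe was tested where its signal was positive and significant on at least 50% of the arrays of every group, which left 30859 of 56605 probes. Values that were not positive and significant, 2.03% of those of the tested probes, were kept as measured, whereas the study set such values to missing, which is tried here as an alternative. Probe coordinates are those of the files, in mm9, and the files do not say in which part of a transcript a probe lies. Accessions were matched to RefSeq gene names of assembly GRCm38.p6, which was used for names only. A match was found for 20774 of the tested probes, and for 964 of these the RefSeq name differed from that in the file. Where no match was found the name in the file was kept. A symbol was present for 24417 tested probes.

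Each probe was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 mean per group, all 12 arrays), with the data.table package, version 1.17.8, for the tables. Residual degrees of freedom were 8, and the moderated spread added 2.62 prior degrees of freedom with a prior SD of 0.29. The tests were two-sided and the threshold was a Benjamini-Hochberg adjusted p of 0.05 over all tested probes of a contrast. The contrasts were D against C, D + P against C + P, the mean of both (diabetes averaged over pargyline), C + P against C, D + P against D, the mean of both (pargyline averaged over diabetes), and the interaction, which is the effect of diabetes with pargyline minus that without it. A probe counted as restored by pairwise calls where it passed in D against C and in D + P against D with opposite signs and did not pass in C + P against C. It counted as restored by the interaction where it passed in D against C and in the interaction with opposite signs. Array clustering used Pearson correlation and complete linkage over all tested probes. Figures were drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

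Genes are named by a fixed rule. For diabetes averaged over pargyline these are the 5 largest rises and 5 largest falls among probes past the threshold whose D arrays did not overlap the C arrays and whose D + P arrays did not overlap the C + P arrays in the same direction. For C + P against C, D + P against D and the interaction they are the 3 largest rises and 3 largest falls among probes past the threshold whose groups did not overlap, with the interaction taken by size only. Only probes with a gene symbol were named, 1 per gene, and 1 gene that met the rule for diabetes averaged over pargyline is left out of the text. Where a probe was well above background on no array of a group, its level there is only a bound. The change is then given as at least N-fold, from the mean of the brighter group against, per dim array, the higher of the dim value and the lowest signal among probes well above background.

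Panels of genes were tested in the same fit, with the brightest probe of each gene. They were the 8 genes that the study measured by qRT-PCR, 6 genes that the study assayed as targets of microRNAs, 13 genes of redox metabolism including both MAO genes, and 4 housekeeping genes. The study describes its qRT-PCR genes as a random selection, measured to check changes seen on these same arrays. Whether array results guided that choice is not stated, so a list-alone count may not be independent evidence for them. The study chose the microRNA targets with the help of expression in these same samples. A count adjusted over the list alone is therefore not independent evidence for the targets. Gene sets for fatty acid oxidation, autophagy and lysosome, the unfolded protein response, ubiquitin and proteasome, oxidative phosphorylation, insulin and AKT signalling, and extracellular matrix were tested with camera (inter-gene correlation 0.01), with fry beside it, over 5 contrasts. Marker lists for blood, adipose tissue, atrium, lymphoid tissue and skeletal muscle were tested likewise. These contrasts, rules, panels, sets and marker lists, and most of the alternatives, were fixed before the data were examined. Lists of immediate early genes, heat-shock genes and both arms of the circadian clock (BMAL and PER) were added after the results of the contrasts were seen.

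The alternatives were scaling to the 75th percentile of each array, normexp background correction with an offset of 50, the deposited series table, a filter met in at least 1 group, no filter, dim values set to missing, only the compared arrays, the replicate number, the slide or the slide column as a block, array weights, an intensity trend in the variance prior, the methods' t-test, and leaving out each array in turn. A local median correction of each array, in 16 by 8 blocks of spots, was added after seeing the data. So was leaving out each array for the clustering, the correlations across probes and the spike-in controls.

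The scripts were tested on simulated data before they were run on the files, with 30819 probes of which 200 changed in D by log2 1 to 4. For D against C, 74.5% of the changed probes were recovered, with 6 false calls. The share was 22% for a change of log2 1, 86% for log2 2, 96% for log2 3 and 94% for log2 4. For D + P against D it was 76%, with 8 false calls, and for the interaction 56.5%, with 4 false calls. Of 200 simulated restored probes, 142 were found by pairwise calls and 114 by the interaction. These shares and counts rest on simulated noise, which need not match that of the real arrays. The residual SD of the real arrays ranged from 0.24 log2 on C replicate 2 to 0.54 log2 on D replicate 1. The simulated shares are therefore not the power of the real contrasts. Among 35 simulated set tests, camera and fry each called 3 of 3 shifted sets, camera called 0 others and fry 2 others. The local median correction left a slope of 0.09 of a simulated gradient of 0.99 in log2.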

Results

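Expression was profiled in the hearts of 12 mice, 3 in each of the groups C, C + P, D and D + P. The number of non-control spots well above background ranged from 23556 on D replicate 1 to 29231 on C replicate 2, of 59305 per array, and 0 spots were saturated. With 3 arrays per group the number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot give a two-sided p below 0.1. Probes were therefore tested with limma, which pools the spread over groups and probes. The *Xist* probe was well above background on 0 of 12 arrays and the Y-linked *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y* on 12 of 12.

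The arrays of C and D lay on 1 slide, read in 1 scan, and those of C + P and D + P on another slide and scan. Slide and scan therefore cannot be told apart from pargyline in C + P against C and in D + P against D. A slide effect that adds the same shift to a probe on all its arrays cancels in D against C, in D + P against C + P and in the interaction. Mice without diabetes were hybridised in row 1 of each slide and diabetic mice in row 2, so row and diabetes cannot be told apart. Spike-in RNA is added to every sample alike. The mean log2 signal of the 10 spike-in probes was 7.26 ± 0.31 (SD, n = 6 arrays) on the pargyline slide and 7.35 ± 0.49 (SD, n = 6 arrays) on the other. The difference of -0.08 was smaller than the spread between arrays (two-sided exact permutation test over 924 arrangements, p = 0.751). It was 0.15 after subtraction of the 75th percentile of each array (exact permutation test, p = 0.322).

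The arrays differed in technical noise. The median coefficient of variation between repeated spots of a probe ranged from 3.89% on C replicate 3 to 23.2% on D replicate 1. It lay outside the range accepted by the scanner software on C replicate 1, C + P replicate 1, D replicate 1, D + P replicate 1 and D + P replicate 3. The median within-group SD of log2 expression was 0.17 in C, 0.28 in C + P, 0.34 in D and 0.28 in D + P.

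**Figure D1:**
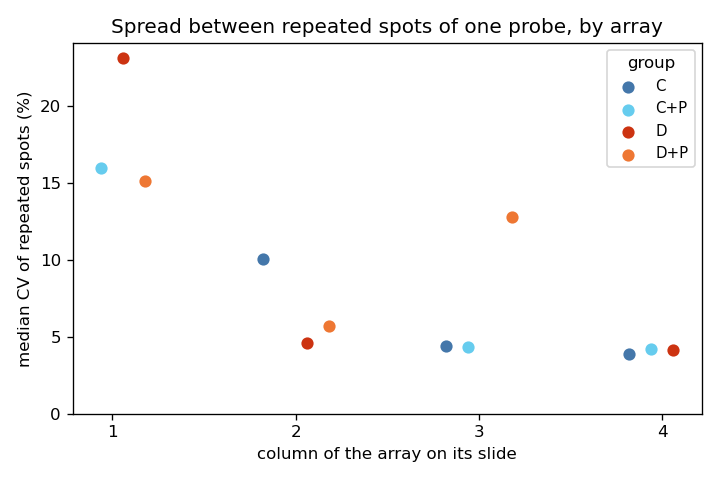
Median coefficient of variation (%) between repeated spots of a probe, for each of the 12 arrays (points, coloured by group), against the column of the array on its slide. The 3 arrays in column 1 lie between 15.1% and 23.2%, and the 3 arrays in column 4 between 3.89% and 4.21%.

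Clustering addressed whether arrays grouped by treatment. Pearson's r between arrays, over all tested probes, ranged from 0.941 to 0.988. The mean r was 0.971 within a group, 0.968 between groups of a slide and 0.968 between slides. For 6 of 12 arrays the most correlated array belonged to the same group, where chance gives 2.18. For 7 of 12 it lay on the same slide. Complete linkage first parted C + P replicate 1 and D replicate 3 from the other 10 arrays, then D replicate 1, and C and D + P stayed undivided in the largest of these 3 clusters. The first principal component held 21.2% of the variance, 32.9% of it between groups, and the second 18.9%, 46.1% of it between groups. Under the 75th percentile scaling the count of arrays nearest to their own group was 7, and leaving out 1 array gave 5 to 6.

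D against C asked which genes change in the diabetic heart without pargyline. Among 30859 probes, 2 passed the threshold, both higher in D, while 3332 had an unadjusted p under 0.05, where 1543 are expected by chance. Array weights moved this count most, to 2936, and the methods' t-test called 0. Leaving out D replicate 2 gave 5, and leaving out any 1 C array gave 0. The probes were those of *Nmrk2* and *Nppa*, which fall outside the naming rule and were chosen after their values were seen. *Nmrk2* (chromosome 10, 80662033 to 80662092) was 1.85 log2 higher in D (SE 0.18, adjusted p 0.0253). Its group means were 7.20 in C, 8.59 in C + P, 9.04 in D and 8.71 in D + P. It also passed in C + P against C (1.39 log2, adjusted p 0.0398), but not in D + P against C + P. This *Nppa* probe (chromosome 4, 147375892 to 147375951) was 1.74 log2 higher (SE 0.19, adjusted p 0.0278). Both lost the threshold without C replicate 3, with an adjusted p of 0.282. Over 25 alternatives each, the adjusted p of *Nmrk2* ranged from 0.000433 to 0.282 and that of *Nppa* from 0.00306 to 0.377. On all 3 D arrays both probes exceeded all 3 C arrays. The D and C arrays did not overlap for 22.3% of all tested probes, where chance gives 10%.

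D + P against C + P asked the same under pargyline. Here 14 probes passed, 1 higher and 13 lower in D + P, and 2303 had an unadjusted p under 0.05. Leaving out D + P replicate 1 gave 32, while leaving out C + P replicate 3 or D + P replicate 2 gave 5. Of the 13 lower probes, those of *Fos*, *Fosb*, *Egr1*, *Egr2*, *Nr4a1*, *Ier2*, *Apold1* and *Cxcl1* had also passed in C + P against C, with the opposite sign. *Fosb*, *Ier2* and *Apold1* fall outside the naming rule and were chosen after their values were seen. All 14 showed no overlap between groups, against 13.9% of all probes and 10% by chance.

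Diabetes averaged over pargyline used all arrays and cancels an additive slide effect. It gave 33 probes, 17 higher and 16 lower, and 3516 at an unadjusted p under 0.05. Of the 16 lower probes 6, those of *Egr1*, *Fos*, *Nr4a1*, *Ier2*, *Btg2* and *Cxcl1*, belong to the immediate early list and had their highest group mean in C + P. *Nr4a1* was 0.46 log2 higher in D against C and fell by 3.61 log2 in D + P against C + P. *Ier2* and *Btg2* fall outside the naming rule and were chosen after their values were seen. For 29 of the 33 both pairs of groups did not overlap in the same direction. Array weights moved the count most, to 2256, and with the slide as a block it was 29. Without D + P replicate 1 it rose to 116, and without C replicate 3 or D + P replicate 2 it dropped to 3.

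*Angptl4* (chromosome 17, 33911880 to 33911939) showed the largest rise. Its log2 expression was 9.36 ± 0.50 in C, 8.54 ± 0.94 in C + P, 11.54 ± 0.07 in D and 12.01 ± 0.48 in D + P (SD, n = 3). The averaged change was 2.82 (SE 0.30, adjusted p 0.0126). *Scd4* (chromosome 19, 44420742 to 44420801) rose by 2.29 log2 (SE 0.31, adjusted p 0.0362) and *Acot1* (chromosome 12, 85358452 to 85358511) by 1.75 log2 (SE 0.25, adjusted p 0.0423). *H19* (chromosome 7, 149762173 to 149762232) was well above background on no C + P array and on 1 of 3 C arrays. It was at least 1.69-fold higher in D + P than in C + P and 1.60 log2 higher in D than in C (adjusted p over the average 0.0453). A brighter *H19* probe (chromosome 7, 149761492 to 149761551) also passed, with group means of 9.28 in C, 9.15 in C + P, 10.47 in D and 10.44 in D + P and an averaged change of 1.24 (SE 0.19, adjusted p 0.0425). It was chosen after its values were seen.

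The largest falls among the named genes included *Rasl10a* and *Crybb1*, which were well above background on no D or D + P array. *Rasl10a* (chromosome 11, 4960167 to 4960226, adjusted p 0.0362) was at least 2.22-fold lower in D than in C and at least 3.04-fold lower in D + P than in C + P. *Crybb1* (chromosome 5, 112696433 to 112698351, adjusted p 0.0406) was at least 1.61-fold and at least 1.41-fold lower. *Ppbp* (chromosome 5, 91198970 to 91199029) fell by 2.11 log2 (SE 0.30, adjusted p 0.0418), with 2 of 3 D arrays and 1 of 3 D + P arrays well above background. *Poln* (chromosome 5, 34349847 to 34349906) fell by 1.70 log2 (SE 0.23, adjusted p 0.0362). *Cxcl1* (chromosome 5, 91322080 to 91322139) fell by 1.51 log2 (SE 0.14, adjusted p 0.00626), but mostly because it was high in C + P. It fell by 0.57 log2 in D against C and by 2.44 log2 in D + P against C + P.

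*Cxcl1* passed the threshold in each fit that left out 1 array. *Angptl4* did so in all but 4, with the highest adjusted p, 0.0695, without C replicate 3. The other 7 named genes passed in only 1 to 4 of the 12 such fits. Without C replicate 3 the adjusted p was 0.133 for *Scd4* and *Poln*, 0.138 for *Acot1*, 0.157 for *H19*, 0.130 for *Rasl10a*, and 0.136 for *Ppbp* and *Crybb1*. Over 23 or 24 alternatives per gene the lowest adjusted p was 0.000583, for *Acot1* and *Cxcl1*, and the highest 0.221, for *Ppbp*. With the slide as a block *Cxcl1* (0.123), *Ppbp* (0.117) and *Crybb1* (0.0576) lost the threshold. That fit replaced the 4 group means by 1 effect of diabetes and 1 of slide. The changes of these genes stayed the same, since the group means already take up the slide. The spread differed, because any interaction then counted as spread, so the loss is not an effect of adjusting for the slide. With the slide column as a block all 9 except *Angptl4* lost the threshold (*Cxcl1* 0.0847). None of the 9 changed direction under the alternatives tried.

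**Figure D2:**
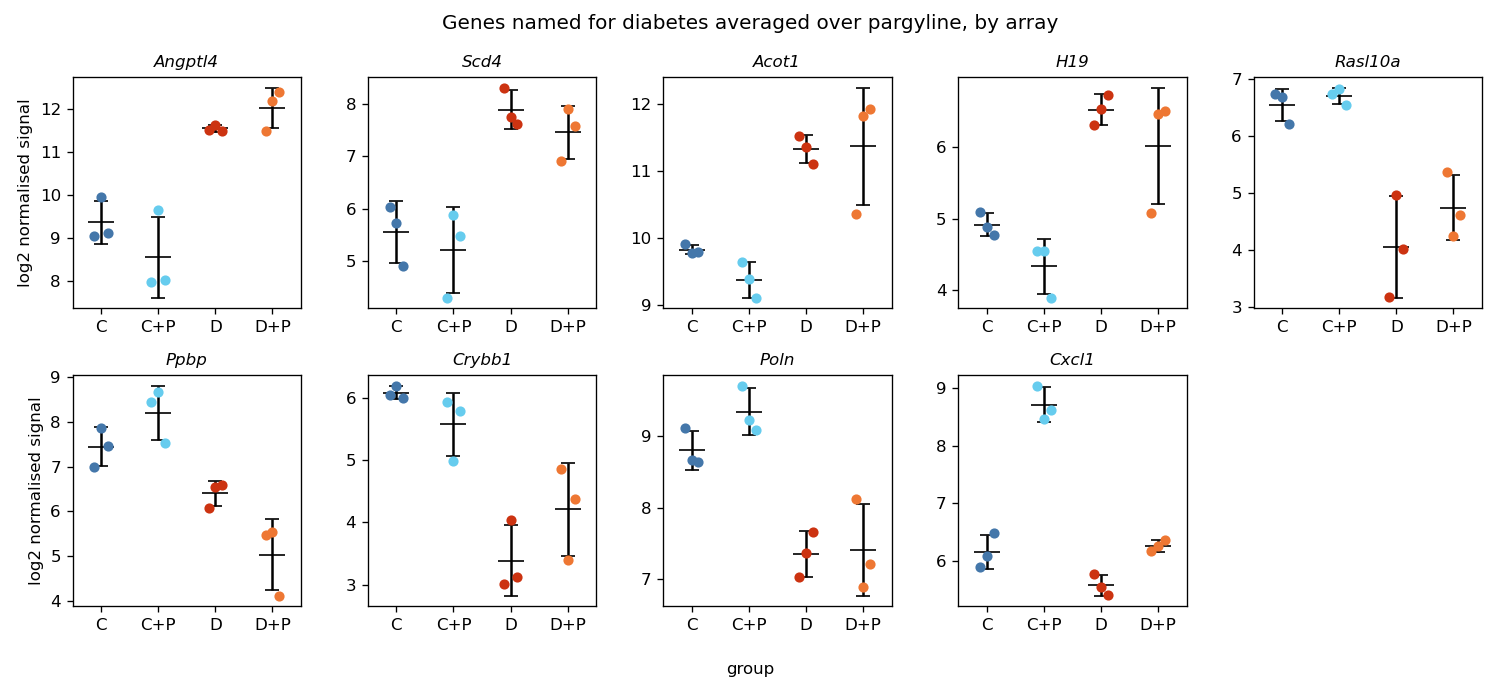
Normalised log2 signal of 9 genes named for diabetes averaged over pargyline, by group, with points for single arrays, horizontal bars for the group mean and vertical bars for the SD (n = 3). In *Angptl4* the 6 arrays of diabetic mice lie above the other 6, *Cxcl1* is highest in C + P, and *Rasl10a* and *Crybb1* in D and D + P and *H19* in C + P are not well above background.

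The qRT-PCR panel has 8 genes, and all 8 passed in diabetes averaged over pargyline when adjusted over the list alone, and 2 of them, *Angptl4* and *Txnip*, over all probes. The panel uses the brightest probe of each gene. The study measured these genes to check changes seen on these same arrays, so the list-alone counts may not be independent evidence. The other *Nppa* probe, which passed in D against C, also passed over all probes in the averaged contrast (1.24, adjusted p 0.0126). After *Angptl4*, the largest changes were those of *Pdk4*, 1.74 (SE 0.31), *Txnip*, 1.35 (SE 0.20), *Nppa*, 1.22 (SE 0.19), *Rgs2*, 0.96 (SE 0.15), *Hif1a*, 0.68 (SE 0.17), and *Prdx4*, 0.34 (SE 0.10). *Slc2a4*, which encodes the glucose transporter GLUT4, fell by 0.39 log2 (SE 0.11). Adjusted over the list alone, the p-values ranged from 1.63e-05 for *Angptl4* to 0.00633 for *Slc2a4* and *Prdx4*. *Slc2a4* lost the threshold under the 75th percentile scaling (0.0539) and normexp (0.194), with 0.000228 the lowest value over 24 alternatives. In D against C, 7 passed when adjusted over the list alone and 0 of these brightest probes over all probes by limma, with 7 at an unadjusted p under 0.05. In D + P against C + P these counts were 6 and 1. In C + P against C and in D + P against D they were 0 and 0 by limma, with 1 gene each at an unadjusted p under 0.05. For *Hif1a* another probe of the gene fell by 0.43 log2 in D against C, while the brightest rose by 1.13.

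**Figure D3:**
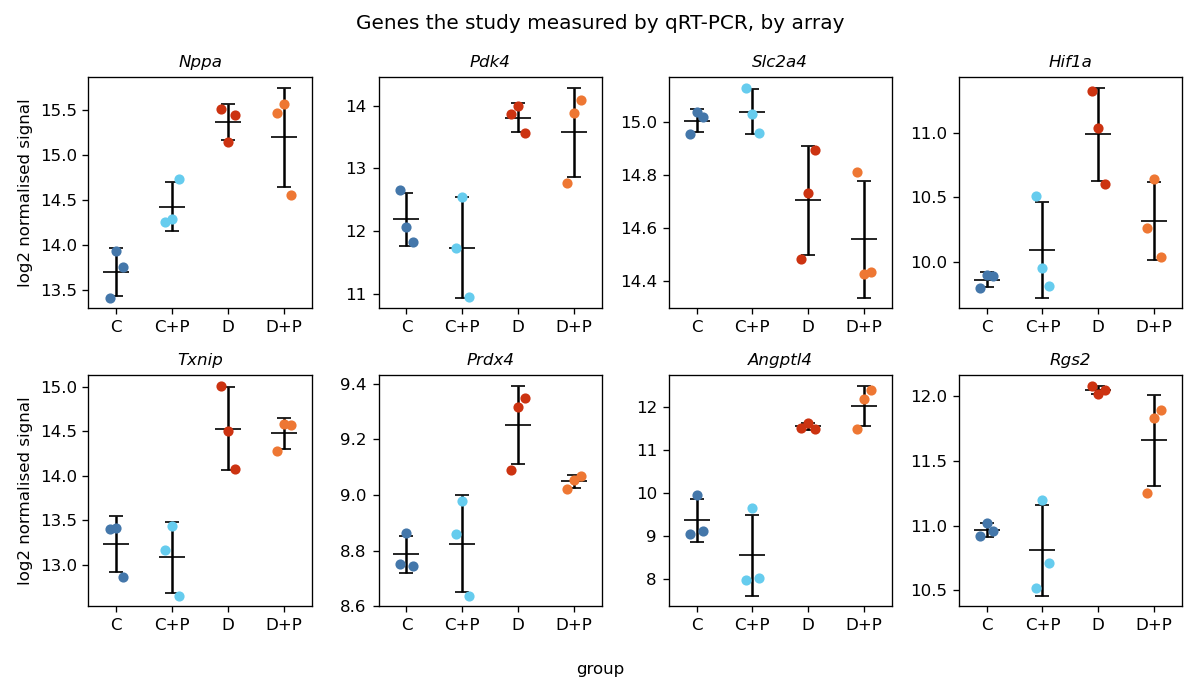
Normalised log2 signal of the 8 genes measured by qRT-PCR in the study, by group, with points for single arrays, horizontal bars for the group mean and vertical bars for the SD (n = 3). The mean of *Slc2a4* is lower in both diabetic groups than in C and C + P, and the means of the other 7 genes are higher.

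In the panel of 6 microRNA targets, 0 genes passed by limma in any contrast, either adjusted over the list alone or over all probes. In diabetes averaged over pargyline 2 had an unadjusted p under 0.05, and the smallest p adjusted over the list alone was 0.0556. Among 24 alternatives of the averaged contrast, *Mapk10* passed the list-alone threshold in 9 (0.00632 to 0.490 over all 24), *Grb10* in 5 (0.00243 to 0.348), *Igf1r* in 3 (0.00194 to 0.698) and *Rps6ka2* in 3 (0.00194 to 0.328). Without C + P replicate 1, *Igf1r* and *Rps6ka2* had 0.0286 and *Mapk10* 0.0366, and without D + P replicate 1 *Grb10* had 0.0382. The study chose this list with the help of these samples, so it is not independent evidence. The averaged changes ranged from -0.38 for *Grb10* and *Rps6ka2* to 0.27 for *Igf1r*. In D against C the brightest *Igf1r* probe rose by 0.22 log2, whereas 2 of its 3 other probes fell, 1 of them by 0.79. *Elk1*, *Inpp4a* and *Mapk10* also had a probe of the opposite sign in the averaged contrast.

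In the panel of 13 redox genes 0 passed by limma in any contrast, either adjusted over the list alone or over all probes, with 4 at an unadjusted p under 0.05 in the averaged contrast. The averaged changes ranged from -0.60 for *Nox1*, which was well above background on no array, to 0.69 for *Ucp3*. Among 24 alternatives, *Gpx3* passed the list-alone threshold in 8 (0.00300 to 0.160), *Ucp3* in 4 (0.00545 to 0.339), and *Maob* and *Prdx6* in 2. Without D + P replicate 1, *Gpx3*, *Ucp3* and *Maob* had 0.0323, and without C + P replicate 1 *Prdx6* had 0.0360. In C + P against C, *Maoa* changed by 0.07 log2 and *Maob* by -0.54 (0.163 adjusted over the list alone). Of 4 housekeeping genes 0 passed by limma in any contrast, adjusted over the list alone or over all probes, with 1 at an unadjusted p under 0.05 in the averaged contrast. Their averaged changes ranged from -0.28 for *Actb* to 0.26 for *Rpl4*. *Actb* passed the list-alone threshold in 3 of 24 alternatives (0.00619 to 0.351), with 0.0254 without D + P replicate 1.

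Among 35 gene set tests by camera, 4 passed. Fatty acid oxidation was higher in D against C (median 0.33 log2, 87.1% of genes higher, adjusted p 7.38e-06) and in D + P against C + P (median 0.33, 67.7% higher, adjusted p 2.85e-07). Oxidative phosphorylation was lower in D + P against C + P (median -0.07, 28.8% higher, adjusted p 0.00791). Extracellular matrix was higher in C + P against C (median 0.07, 62.8% higher, adjusted p 0.00791). None of the 4 held under fry, which called 0 after adjustment and 2 at an unadjusted p under 0.05, nor with an estimated correlation, which called 0 and 1. Of the 32 fatty acid oxidation genes 31 were tested, 3 were also in another list and 2 in the qRT-PCR panel. The 75th percentile scaling moved the count most, to 12. Without D replicate 1 it was 9, and without D + P replicate 2 it was 3, when oxidative phosphorylation had an adjusted p of 0.0764 (1.25e-05 to 0.876 over 15 alternatives).

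The 12 calls under the 75th percentile scaling included further calls of oxidative phosphorylation. It was higher in D against C (0.00827, with 0.00827 to 0.921 over 15 alternatives) and in C + P against C (6.19e-06, with 6.19e-06 to 0.917). It was lower in D + P against D (0.00576, with 0.00512 to 0.876) and in the interaction (2.57e-07, with 2.57e-07 to 0.876). Without D replicate 1 it was also lower in the last of these contrasts (0.00337) and in D + P against D (0.00512). Fatty acid oxidation was lower in C + P against C in 6 of 15 alternatives, each leaving out 1 array, with the lowest adjusted p, 0.00941, without C + P replicate 2 (0.00941 to 0.876). Under the 75th percentile scaling it was lower in D + P against D (0.0303, with 0.0303 to 0.876). Extracellular matrix was higher in D against C without D replicate 1 (0.0266, with 0.0266 to 0.876).

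Autophagy and lysosome, the unfolded protein response, and insulin and AKT signalling did not pass in any of the 5 contrasts, either by camera, with smallest adjusted p-values of 0.633, 0.182 and 0.182, or under the 15 alternatives. Ubiquitin and proteasome did not pass by camera with quantile normalisation and all 12 arrays, with a smallest adjusted p of 0.0731, in D + P against C + P (median -0.11, 25.9% of genes higher). Under the 75th percentile scaling it was lower in D + P against C + P, in D + P against D and in the interaction, each with an adjusted p of 0.000449. In D + P against C + P it also passed without C + P replicate 3 (0.0340), D replicate 1 (0.0328) or D + P replicate 3 (0.00971). The range over 15 alternatives was 0.000449 to 0.876 in each of these 3 contrasts.

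C + P against C asked what pargyline changes without diabetes, and cannot be told apart from the slide. Here 10 probes passed, 9 higher and 1 lower in C + P. An unadjusted p under 0.05 was found for 1368 probes, where 1543 are expected by chance. The spread pooled over all 4 groups includes the D arrays, which had the largest within-group SD. Fitted to only the compared arrays, 2287 probes had an unadjusted p under 0.05, and by the methods' t-test 2374. Array weights moved the count of 10 most, to 2259. Leaving out C replicate 2, C + P replicate 2 or C + P replicate 3 gave 4. All 10 showed no overlap between groups, against 15.4% of all probes and 10% by chance. *Egr1* (chromosome 18, 35024395 to 35024454) rose from 8.08 ± 0.30 to 11.90 ± 0.41 (SD, n = 3), a change of 3.82 (SE 0.27, adjusted p 0.000797). It passed in each fit that left out 1 array. Over 25 alternatives its adjusted p ranged from 3.17e-06 to 0.297, and it lost the threshold under the methods' t-test (0.297). *Fos* (chromosome 12, 86818118 to 86818177) rose by 4.42 log2 (SE 0.47, adjusted p 0.0110), with 1 of 3 C arrays well above background. Its adjusted p was 0.0730 without C + P replicate 2 and ranged from 1.65e-05 to 0.355 over 25 alternatives. *Egr2* (chromosome 10, 67004758 to 67004817, adjusted p 0.0398) was well above background on no C array and was at least 10.9-fold higher in C + P. Its adjusted p was 0.289 without C replicate 3 and ranged from 0.000161 to 0.419 over 25 alternatives. The lower probe carried no gene symbol, so no falling gene was named.

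D + P against D asked what pargyline changes in diabetic mice, again on different slides. By limma 0 probes passed, with a smallest adjusted p of 0.0750, while 4099 had an unadjusted p under 0.05 and the methods' t-test called 1. The groups did not overlap for 17.0% of all probes, where chance gives 10%. The count was 0 in each fit that left out 1 array. Pargyline averaged over diabetes gave 17 probes, 6 higher and 11 lower, with 3151 at an unadjusted p under 0.05. Of the 6 higher probes 5 had also passed in C + P against C. The count was 29 without D replicate 2 and 6 without D + P replicate 2, and normexp split it into 9 higher and 9 lower.

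The interaction asked whether pargyline alters the effect of diabetes. It gave 2 probes, both lower, and 2170 at an unadjusted p under 0.05. *Nr4a1* (chromosome 15, 101105071 to 101105130) was 8.45 ± 0.04 in C, 12.26 ± 0.58 in C + P, 8.90 ± 0.48 in D and 8.66 ± 0.15 in D + P (SD, n = 3). Its interaction was -4.07 log2 (SE 0.42, adjusted p 0.0221). For *Egr1* the interaction was -3.62 log2 (SE 0.38, adjusted p 0.0221). Leaving out 1 array gave 0 to 2 probes, and without C replicate 1 both genes had an adjusted p of 0.135. Over 23 alternatives it ranged from 0.000583 to 0.135 for *Nr4a1* and from 0.00175 to 0.187 for *Egr1*. Array weights moved the count most, to 73.

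**Figure D4:**
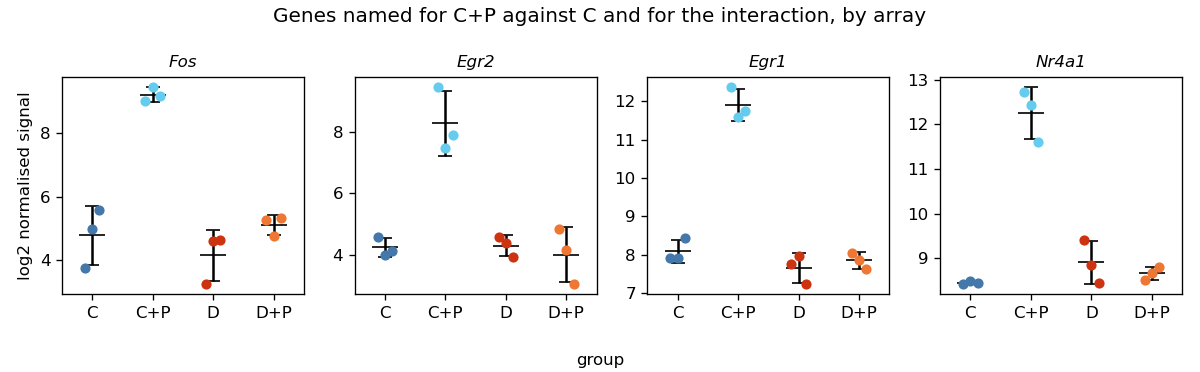
Normalised log2 signal of the genes named for C + P against C and for the interaction, by group, with points for single arrays, horizontal bars for the group mean and vertical bars for the SD (n = 3). In each of the 4 genes the 3 C + P arrays lie above the other 9, with *Egr2* not well above background in C, D and D + P and *Fos* not in D and D + P.

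The study looked for genes changed by diabetes that pargyline returned to control levels. By pairwise limma calls 0 probes met this pattern, with 1383 at an unadjusted p under 0.05. By the interaction 0 did, with 1058 at an unadjusted p under 0.05. Array weights gave 42 and 44. Leaving out each array in turn gave 0 by either definition. The unadjusted counts of 1383 and 1058 were given no chance expectation. D against C shares the D arrays with D + P against D, and the C and D arrays with the interaction, with opposite signs. Unchanged probes can therefore meet both criteria more often than with independent contrasts, so these counts are not evidence of restored probes.

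Effects were compared across probes, which are not independent replicates. D against C and D + P against C + P share no arrays, and Pearson's r was 0.0890 (Spearman's rho 0.0799). C + P against C and D + P against D share no arrays either, and r was 0.0516 (rho 0.0570). D against C and D + P against D share the D arrays with opposite signs, and r was -0.689 (rho -0.669). Unchanged groups simulated with noise independent between probes gave a mean r of -0.654 for that pair. With noise shared by the probes of an array the mean was -0.581, and 43 of 100 draws were as low. These 3 correlations form 1 family and were given no p-value. Without C + P replicate 1 the first r was 0.267 and the second 0.261, and without C + P replicate 3 they were -0.0537 and -0.0956.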

Values the study reported

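The study reports 615 genes specific to the comparison of C + P with C and 807 genes specific to the comparison of D with C. Between qRT-PCR and array values it reports a correlation r of 0.77 for *Txnip*, 0.82 for *Angptl4*, 0.99 for *Anp*, 0.99 for *Pdk4*, 0.70 for *Prdx4*, 0.71 for *Rgs2*, 0.57 for *Hif1α* and 0.63 for *Glut4*.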

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

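The tests of an additive slide effect and of blood cells were chosen only after the result was seen, as were the lists of immediate early, heat-shock and clock genes.

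The effect of diabetes differed between mice with and without pargyline for *Nr4a1* (interaction -4.07 log2) and *Egr1* (-3.62 log2) by the limma interaction test. Both genes belong to the immediate early list, of which 45 of 50 genes were tested and 3 are in another list. Over this list the median interaction was -1.03 log2 (fry adjusted p 8.31e-05, -1.25 to -0.94 on leaving out each array). The list was written after these genes were seen, so its test is not independent of them. Its median change was 0.76 in C + P against C (86.7% of genes higher, fry adjusted p 1.22e-05), -0.95 in D + P against C + P (fry adjusted p 1.22e-05), -0.02 in D against C and -0.05 in D + P against D (fry p 0.915). Relative to the mean of C, the list median was 1.00, 0.63 and 0.62 on the 3 C + P arrays and -0.15 to 0.06 on the other 9. The list holds 8 of the 10 probes past the threshold in C + P against C and 10 of the 14 in D + P against C + P. With 1 array left out, *Egr1* stayed past the interaction threshold only without D replicate 3, and *Nr4a1* only without C + P replicate 3 or D replicate 3. Without C replicate 1 the adjusted p of both was 0.135, and over 23 alternatives it ranged from 0.000583 to 0.135 for *Nr4a1* and from 0.00175 to 0.187 for *Egr1*. Of 100 relabellings of diabetes within the slides, 6 gave as many probes past the interaction threshold, so chance cannot be excluded for that count of 2.

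An additive slide or scan effect would raise these probes in C + P and D + P alike and would cancel in the interaction, whose list median of -1.03 argues against it. Uneven hybridisation is argued against as the whole cause, since 8 of the 8 called probes of the list in C + P against C still passed after the local median correction. Under the same correction the interaction kept *Nr4a1* (-3.83, adjusted p 0.0359) but not *Egr1* (-3.65, adjusted p 0.0571), within the ranges over alternatives given for these genes. Blood cells left in the tissue could not be decided. The brightest haemoglobin probe, *Hba-a1*, differed by -0.0262 log2 between C + P and C, but its level of 17.03 log2 in C would hide a small share. *Ahsp* was well above background on 2 of 3 C + P arrays and on 0 of the other 9, and *Slc4a1* was 1.73 log2 higher in C + P, with 1 of 3 C arrays and 3 of 3 C + P arrays well above background. The blood marker list, with 7 of 11 genes tested, had a median of -0.01 in C + P against C (fry p 0.289, camera adjusted p 0.101).

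A stress around collection that touched the C + P mice is a candidate explanation. Heat-shock genes, all 16 tested, were higher in C + P against C (median 0.21 log2, 93.8% of genes higher, fry p 0.0333), but with a fry adjusted p of 0.182 over 45 list tests. Camera, which called 11 of these 45 tests against 4 by fry, gave adjusted p-values of 1.85e-05 here, 1.51e-06 in D + P against C + P and 0.00287 in the interaction. Without C + P replicate 1 the fry p was 0.129, without C replicate 3 it was 0.0950 and without C replicate 2 it was 0.0656. The heat-shock medians on the 3 C + P arrays were 0.48, 0.19 and 0.05 relative to C. On the remaining arrays they ranged from -0.27 on D + P replicate 2 to 0.09 on D + P replicate 3. The C + P arrays therefore did not all lie above the rest for this list. The heat-shock median changed by -0.30 in D + P against C + P (fry adjusted p 0.0726). It changed by -0.28 in the interaction (fry p 0.0640) and by -0.03 in D + P against D. Collection at another time of day cannot be told apart from the groups, since no collection times are given. The PER arm of the clock, with all 10 genes tested, had a median of -0.66 in C + P against C (fry p 0.0820, camera adjusted p 0.000415). The BMAL arm, with 5 of 6 genes tested, had 0.15 there (fry p 0.402, camera adjusted p 0.242). In the interaction the PER arm had a median of 0.67 (fry p 0.182, camera adjusted p 0.0174). The BMAL arm had -0.46 in the interaction (fry p 0.116, camera adjusted p 0.0480). A response to pargyline limited to hearts without diabetes stays open as the biological explanation. The interaction would show it too, but does not separate it from a stress or a time of collection that the C + P mice alone had.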

How the results depend on the processing

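The local median correction, and leaving out each array for the clustering, the correlations across probes and the spike-in controls, were chosen only after the results were seen. The other settings were planned.

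The counts of probes past the threshold depended strongly on the setting, and the cause was not tested except where stated. Array weights gave 2936 probes in D against C, 396 in D + P against C + P, 2256 in diabetes averaged, 2259 in C + P against C, 70 in D + P against D, 1517 in pargyline averaged and 73 in the interaction. They gave 42 and 44 restored probes, 21 genes of the panels adjusted over the list alone and 15 over all probes. Fitted to only the compared arrays, which leaves fewer degrees of freedom, the counts were 0, 2 and 2 in D against C, D + P against C + P and C + P against C. The methods' t-test gave 0, 1, 1 and 1 in D against C, D + P against C + P, C + P against C and D + P against D, with either correction. The slide column as a block gave 0, 6, 3, 5, 0 and 0 in D against C, D + P against C + P, diabetes averaged, C + P against C, pargyline averaged and the interaction. The replicate number as a block gave 0, 8, 4, 6, 10 and 0. Replicate numbers do not pair the arrays, since 4 of 18 same-number pairs of arrays had an r above 0.1 between their residuals.

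A filter met in at least 1 group gave 29 probes in D + P against C + P, 12 in D + P against D, 7 in the interaction and 1 restored by pairwise calls. Without a filter these were 24, 9, 5 and 1, and diabetes averaged was 16. Normexp gave 2 in D + P against D, 4 in the interaction and 1 restored by pairwise calls. Dim values set to missing gave 6 in D + P against D and 4 in the interaction. The intensity trend gave 73 in diabetes averaged and 2 in D + P against D. The local median correction gave 50 in diabetes averaged and 1 in the interaction. All 33 probes of diabetes averaged were among the 2256 and the 73, and 30 were among the 50.

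On leaving out each array, the count was 0 to 5 in D against C (5 without D replicate 2), 5 to 32 in D + P against C + P (32 without D + P replicate 1), 3 to 116 in diabetes averaged (3 without C replicate 3, 116 without D + P replicate 1) and 4 to 12 in C + P against C (4 without C replicate 2). It was 0 to 0 in D + P against D, 6 to 29 in pargyline averaged (6 without D + P replicate 2, 29 without D replicate 2), 0 to 2 in the interaction (2 without D replicate 3) and 0 to 0 for restored probes.

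Over all probes 2 genes of the panels passed. This became 4 under the 75th percentile, the series table, dim values set to missing and the local median correction, 5 under the intensity trend, and 1 with a filter met in at least 1 group, no filter, the replicate block or the column block. Leaving out an array gave 0 (without C replicate 1) to 4 (without D + P replicate 1), and adjusted over the list alone 8 to 15 (15 without D + P replicate 1).

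The 4 gene set calls became 12 under the 75th percentile, which included the 4, and 0 under fry and under an estimated correlation. They ranged from 3 (without D + P replicate 2) to 9 (without D replicate 1) on leaving out an array. Under normexp the correlations across probes were 0.218, 0.183 and -0.574, and with no filter the last was -0.617. Leaving out an array, they ranged from -0.0537 to 0.267, from -0.0956 to 0.261 and from -0.773 to -0.621. The sign of the first also reversed without D replicate 1 (-0.0189) and that of the second without C + P replicate 2 (-0.0014). The slide difference of the spike-in controls reversed to 0.15 after subtraction of the 75th percentile, and ranged from -0.276 to -0.0034 on leaving out an array. The clustering count stayed between 5 and 7.

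For single genes and the 4 gene set calls together, 494 of 590 results under the settings other than leaving out an array kept direction and side of the threshold, 63 lost it, 25 gained it and 8 reversed. On leaving out an array, these were 451, 140, 18 and 15 of 624. The reversals were small changes of genes not past the threshold. *Prdx1* was 0.0405 under the 75th percentile. *Nox4* was 0.12 and *Mpo* 0.0563 under normexp. *Tbp* was -0.0249 under normexp and -0.0167 under array weights. *Gapdh* was -0.0018 with the series table, -0.0248 with the column block and -0.0257 with array weights. On leaving out an array, *Inpp4a* ranged from -0.223 to 0.0026, *Nox4* from -0.213 to 0.12, *Mpo* from -0.239 to 0.0326, *Prdx1* from -0.115 to 0.101, *Tbp* from -0.0999 to 0.207 and *Gapdh* from -0.0458 to 0.0383.

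The slide as a block could not be fitted for D against C or D + P against C + P, since each lies on 1 slide, and fitting only the compared arrays has no meaning for contrasts of all 4 groups. Signal over background limits the changes of *Fos*, *Egr2*, *Rasl10a*, *Crybb1* and the dimmer probe of *H19*, each of which was well above background on no array of at least 1 group.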

Other observations

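The tests of a slide effect on all probes alike, of the shared D arrays and of atrial tissue were chosen only after the result was seen, and that of pseudogenes after the descriptions of the probes were seen.

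Of the probes past the threshold, 1 was specific to C + P against C, a transcript with no gene symbol, and 1 gene was specific to D against C. Both numbers are lower than those the study gives, but they come from limma with a Benjamini-Hochberg adjustment. The study used t-tests with an adjusted Bonferroni correction and set values that were not positive and significant to missing. The methods' t-test as run here kept such values. It called 0 probes in D against C and 1 in C + P against C, with either correction.

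Relabelling of the arrays asked how often chance gives as many probes. In D against C, D + P against C + P and C + P against C, 1 of the 10 splits of the 6 arrays gave as many, the real one, so chance cannot be excluded with 3 arrays against 3. In diabetes averaged over pargyline and in pargyline averaged over diabetes 1 of 100 relabellings gave as many. Chance can be excluded for these counts, though pargyline stays confounded with the slide. The relabellings took no account of the slide column. With the slide column as a block the counts in these contrasts were 3 and 0. For gene sets 39 of 100 relabellings gave as many, so chance cannot be excluded. The counts of 0 in D + P against D and for restored probes are reached by every split by construction (10 of 10, and 100 of 100 by either definition), which says nothing about chance. Splitting each slide by its columns gave 0, 1 and 0 probes against 2, 14 and 33 for the real groups.

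Array weights raised D against C from 2 to 2936 probes. The weights ranged from 0.202 on D replicate 1 to 9.47 on C + P replicate 2. The median of the other 9 splits with such weights was 0, which argues against weights that make every split pass. However, the split of C replicate 1, D replicate 2 and D replicate 3 from the rest gave 2991, more than the real split. The splits therefore do not decide whether the raised count is due to diabetes, and they were run with weights for D against C only.

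Few probes passed in diabetes averaged over pargyline, and uneven hybridisation on single arrays may be part of the cause, since the count rose from 33 to 50 after the local median correction. It was 116 without D + P replicate 1 and 3 without C replicate 3.

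In pargyline averaged over diabetes 11 probes were lower, with a median change of -1.16 log2. A shift of all probes alike is removed by the quantile normalisation, so the spike-in difference between the slides before it, -0.0833, decides nothing here. A single linked variant is argued against, since at most 1 of the 10 probes with coordinates lay within 5 Mb of another, counting itself, and separate variants stay open. Probe GC content is argued against, as the mean of 46.8% lay inside the central 95% of 10000 random draws, 39.1% to 47.6%, though near its upper edge. Pseudogene probes, 5 of the 11 against 3.24% of all tested, could not be decided, with a larger camera p of 0.105. The slide itself cannot be told apart from pargyline. With the slide column as a block 0 probes passed in this contrast.

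D against C and D + P against D moved in opposite directions across probes. Noise independent between probes gave an r as low in 0 of 100 simulations, and noise shared by the probes of an array in 43 of 100, so the shared D arrays could be the cause and the question stays open.

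*Nppa* was higher in D than in C, and more atrial tissue could not be decided. *Sln* was well above background on 0 of 12 arrays and so separates nothing. *Myl7* was 0.94 log2 higher in D but well above background on 4 of 12 arrays, and *Myl4* was -0.25. The atrial list, with 8 of 10 genes tested, had a median of 0.38 in D against C (fry p 0.0745, camera adjusted p 0.0539). In the interaction its median was -0.63 (fry p 0.0796, camera adjusted p 0.0151). The 1 gene it shares with the qRT-PCR panel is *Nppa* itself, so its test is not independent of the rise in *Nppa*. The adipose list, with 7 of 12 tested, had a median of 0.38 in D against C (fry adjusted p 0.110, camera 0.101), the lymphoid list, with 8 of 12 tested, 0.17 in D + P against C + P (fry p 0.357, camera adjusted p 0.269), and the skeletal muscle list, with 8 of 10 tested, -0.20 in D + P against C + P (fry adjusted p 0.0400, camera 0.0539).

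Clock genes could not decide whether other groups were collected at another time of day. For the PER arm the fry p was 0.446 in D against C (median -0.20), 0.234 in D + P against C + P (median 0.38) and 0.886 in D + P against D (median 0.05). Camera gave adjusted p-values of 0.229, 0.0539 and 0.768. In D + P against C + P the BMAL arm had a median of -0.64 (fry p 0.124, camera adjusted p 0.0480).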
